# p53-mediated AKT and mTOR inhibition requires RFX7 and DDIT4 and depends on nutrient abundance

**DOI:** 10.1038/s41388-021-02147-z

**Published:** 2021-12-14

**Authors:** Luis Coronel, David Häckes, Katjana Schwab, Konstantin Riege, Steve Hoffmann, Martin Fischer

**Keywords:** Oncogenes, TOR signalling, Nutrient signalling, Stress signalling, Gene regulation

## Abstract

In recent years the tumor suppressor p53 has been increasingly recognized as a potent regulator of the cell metabolism and for its ability to inhibit the critical pro-survival kinases AKT and mTOR. The mechanisms through which p53 controls AKT and mTOR, however, are largely unclear. Here, we demonstrate that p53 activates the metabolic regulator DDIT4 indirectly through the regulatory factor X 7 (RFX7). We provide evidence that DDIT4 is required for p53 to inhibit mTOR complex 2 (mTORC2)-dependent AKT activation. Most strikingly, we also find that the DDIT4 regulator RFX7 is required for p53-mediated inhibition of mTORC1 and AKT. Our results suggest that AMPK activation plays no role and p53-mediated AKT inhibition is not critical for p53-mediated mTORC1 inhibition. Moreover, using recently developed physiological cell culture media we uncover that basal p53 and RFX7 activity can play a critical role in restricting mTORC1 activity under physiological nutrient conditions, and we propose a nutrient-dependent model for p53-RFX7-mediated mTORC1 inhibition. These results establish RFX7 and its downstream target DDIT4 as essential effectors in metabolic control elicited by p53.

## Introduction

The pro-survival kinase mTOR (mammalian target of rapamycin) supports tumor development and is frequently activated in cancer [1]. The mTOR kinase is the catalytic subunit of two distinct complexes, mTOR complex 1 and 2 (mTORC1 and mTORC2), and pro-survival properties are largely attributed to mTORC1. The best-described signaling pathway inducing mTORC1 involves the triggering of PI3K (phosphatidylinositol-4,5-bisphosphate 3-kinase) by growth factors and other external stimuli. Subsequently, the protein kinase AKT (also known as protein kinase B; PKB) is activated through phosphorylation at Thr308 and Ser473 by PDK1 (pyruvate dehydrogenase kinase 1) and mTORC2, respectively [2]. When activated, AKT phosphorylates and deactivates the mTORC1 inhibitors TSC2 and PRAS40, leading to mTORC1 activation [1, 2]. While PI3K-AKT-signaling activates mTORC1 in response to growth stimuli, AMPK (adenosine monophosphate-activated protein kinase) senses energy levels and inhibits mTORC1 when energy supply is low. AMPK comprises α, β, and γ subunits, and the phosphorylation at Thr172 of AMPKα is critical for its activity [3]. When activated, AMPK can inhibit mTORC1 through inducing TSC2 and repressing RAPTOR [1, 3]. Thus, PI3K-AKT-mTORC1 and AMPK-mTORC1 are two major signaling pathways regulating mTORC1 in response to growth factors and energy levels, respectively.

The tumor suppressor p53 is a well-known inhibitor of mTORC1 in mouse and human [4–7]. Moreover, p53 has been shown to inhibit AKT [8, 9] and to activate AMPK [5, 6]. In the case of AKT, p53 inhibits the activating pSer473 mark, which is mediated by mTORC2 [8, 9]. However, other reports indicate that p53 also can activate AKT [10] and does not affect AMPK [11]. p53 transcriptionally up-regulates multiple regulators of the PI3K-AKT-mTORC1 and AMPK-mTORC1 pathways, such as the PI3K opponent PTEN [8], the AKT inhibitors PHLDA3 and ASS1 [9, 12], and the negative mTORC1 regulators AMPKβ [13], SESN1, SESN2 [6], and DEPTOR [14]. Consequently, the inhibition of mTORC1 activity is perceived to be critical for p53’s ability to regulate cell fitness [15] and to suppress tumorigenesis [16–18]. Most recently, it has been hypothesized that p53-mediated activation of the known mTORC1 inhibitors SESN1, SESN2, and DDIT4 may be of particular relevance [17]. DDIT4 (also known as REDD1) is a p53 target [19] that has been shown to inhibit both AKT and mTORC1 [20–22]. While it has not been assessed whether p53-induced DDIT4, PTEN, AMPKβ, ASS1, and DEPTOR inhibit mTORC1 or AKT [8, 12–14, 19], knockdown of PHLDA3 has been shown to increase AKT activity irrespective of p53 [9]. The p53 targets SESN1 and SESN2 were essential for p53-mediated mTORC1 inhibition in MEF but only contributed to it in U2OS cells. Mechanistically, for both proteins it was suggested that the inhibition of mTORC1 is achieved via AMPK and TSC2 [6]. More recent studies, however, showed that SESN1/2 control mTORC1 through GATOR2 instead of AMPK and TSC2 in both mouse and human cells [23, 24]. Likewise, also p53 has been suggested to inhibit mTORC1 independent of AMPK [11]. Previously, we uncovered that the p53 gene regulatory network differs markedly between mouse and human, and in particular with regard to controlling metabolism-associated genes [25, 26]. For example, *PRKAA1* (encoding AMPKα1) is a direct p53 target only in mice. On the other hand, *PTEN*, *SESN1*, *PRKAB1* (AMPKβ1), and *PRKAB2* (AMPKβ2) are direct p53 targets only in humans [25]. Despite these findings, the mechanisms through which p53 inhibits mTORC1 and AKT in human cells remain surprisingly poorly understood. Here, we aimed to unravel the mechanisms through which p53 inhibits mTORC2-dependent AKT activity and mTORC1.

The emerging tumor suppressor RFX7, a putative cancer driver in Burkitt lymphoma [27, 28] that was previously associated with multiple lymphoid neoplasms [29], up-regulates *Ddit4* and inhibits mTORC1 activity in murine lymphoid cells [30]. Most recently, we found that p53 activates RFX7 through the induction of a lower migrating form, and we identified *DDIT4* as a potential target of RFX7 also in human cells [31]. We now demonstrate that DDIT4 is indirectly up-regulated by p53 through the novel tumor suppressor RFX7 in human cell line models. Our study reveals that DDIT4 is required for p53-mediated inhibition of mTORC2-dependent AKT activity. Surprisingly, the DDIT4 regulator RFX7 is required for p53-mediated inhibition of both AKT and mTORC1. The p53-RFX7 signaling axis inhibits mTORC1 in a nutrient-dependent manner.

## Results

### RFX7 mediates DDIT4 activation by p53 and stress

*DDIT4* has been established as a p53-responsive gene [19], but there are conflicting data regarding the underlying mechanism. Reporter gene assays indicated that a putative p53 responsive element immediately upstream of *DDIT4*’s transcriptional start site (TSS) is crucial for p53-mediated *DDIT4* induction [19], but p53 ChIP-seq data show that p53 instead binds 3 kb upstream of the TSS (Fig. 1A). However, reporter gene assays did not confirm p53-mediated activation through this locus [19]. We recently identified *DDIT4* as a potential target of the novel p53-RFX7 signaling pathway [31]. Given these conflicting data, we investigated whether *DDIT4* induction by p53 is mediated indirectly via RFX7. Examining recently published RFX7 ChIP-seq data revealed RFX7 binding immediately upstream of *DDIT4*, and showed that RFX7 occupancy increased upon Nutlin-3a treatment (Fig. 1A). We assessed the binding of p53 and RFX7 to the *DDIT4* promoter by ChIP-qPCR. In contrast to the well-established p53-target MDM2, the proximal promotor of *DDIT4* displayed no p53 binding above background control. However, the new p53-target RFX7 binds specifically to the *DDIT4* promoter and the binding is significantly induced upon Nutlin-3a treatment (Fig. 1B). To test whether RFX7 regulates *DDIT4* and its response to p53, we employed RT-qPCR using two siRNAs for RFX7 depletion and control to exclude off-target effects. Both siRNAs mediated efficient knockdown of *RFX7* and significantly impaired Nutlin-3a-mediated *DDIT4* induction (Fig. 1C). To assess p53-dependent regulation of DDIT4 protein levels, we used the topoisomerase II inhibitor Doxorubicin and the rRNA transcription inhibitor Actinomycin D in addition to the MDM2 inhibitor Nutlin-3a, all of which are well-established inducers of p53 signaling [32]. Immunoblots showed that Nutlin-3a, Actinomycin D, and Doxorubicin induced p53 in U2OS, HCT116, and RPE-1 cells. In addition RFX7 was activated, as indicated by its lower migrating band. Most importantly, both p53 and RFX7 were required for the induction of DDIT4 protein levels (Fig. 1D). Together, these results demonstrate that p53 up-regulates DDIT4 indirectly through RFX7.

**Fig. 1:**
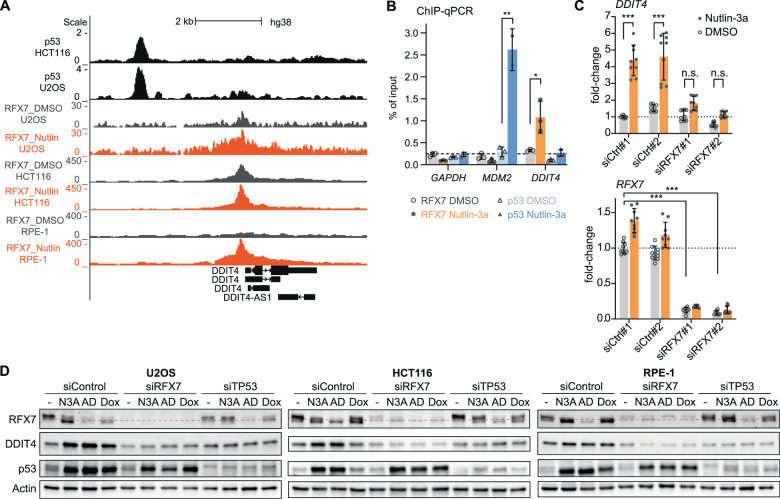
RFX7 mediates DDIT4 up-regulation by p53 and stress. **A** Genome browser snapshot of the *DDIT4* gene locus. Upper black tracks display publicly available p53 binding signals from Nutlin-3a-treated U2OS [40] and HCT116 [39] cells. Gray and orange tracks display RFX7 binding signals from respective dimethyl sulfoxide (DMSO) and Nutlin-3a-treated U2OS, HCT116, and RPE-1 cells [31]. **B** ChIP-qPCR of p53 and RFX7 binding to *GAPDH* (negative control), *MDM2* (p53 positive control), and *DDIT4* from U2OS cells treated with 10 µM Nutlin-3a or DMSO solvent control. Mean and standard deviation is displayed. Statistical significance obtained through a two-sided unpaired *t*-test, *n* = 3 technical replicates. **C** RT-qPCR data of *DDIT4* and *RFX7* in 10 µM Nutlin-3a and DMSO control-treated U2OS cells transfected with two different control siRNAs (siCtrl) and two different siRNAs against *RFX7*. Normalized to siControl#1 DMSO and *ACTR10* control gene. Mean and standard deviation is displayed. Statistical significance obtained through a two-sided unpaired *t*-test, *n* = 9 replicates (three biological with three technical each). **D** Western blot analysis of RFX7, DDIT4, p53, and actin (loading control) levels in U2OS, HCT116, and RPE-1 cells transfected with siControl, siRFX7, or siTP53 and treated with DMSO solvent control, 10 µM Nutlin-3a (N3A), 5 nM Actinomycin D (AD), and 1 µM Doxorubicin (Dox).

### The DDIT4 regulator RFX7 is required for mTORC1 inhibition by p53

Given that inhibition of mTORC1 has been observed for DDIT4 [20, 22] and mouse Rfx7 [30], we assessed the effect of DDIT4 and RFX7 on p53-dependent mTORC1 activity in human cells. Nutlin-3a treatment induced p53 and the lower migrating form of RFX7 and inhibited mTORC1 activity, measured by pThr389 of mTORC1’s key target S6K. While DDIT4 is a well-established inhibitor of mTORC1 [20, 22], the complex’s activity was essentially not elevated upon DDIT4 depletion in both Nutlin-3a and DMSO control-treated U2OS and RPE-1 cells. Induction of p53 led to a reduction in mTORC1 activity also when DDIT4 was depleted (Fig. 2A). These results suggest that DDIT4 is not required for p53-mediated mTORC1 inhibition. Intriguingly, depletion of RFX7 substantially reduced Nutlin-3a-induced mTORC1 inhibition (Fig. 2A), indicating that RFX7 is required for p53 to inhibit mTORC1.

**Fig. 2:**
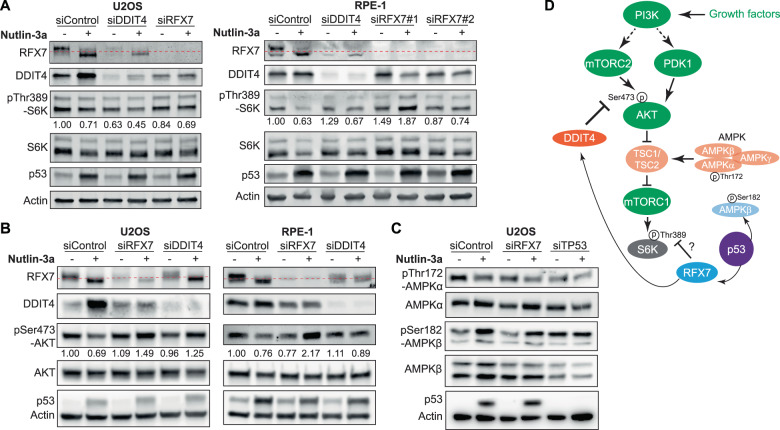
p53 inhibits AKT and mTOR through DDIT4 and RFX7. **A–C** Western blot analysis of U2OS and RPE-1 cells transfected with indicated siRNAs and treated with 10 µM Nutlin-3a or DMSO control. Actin served as loading control. Densitometric quantification relative to siControl DMSO samples and actin levels. **D** Critical nodes in p53-dependend AKT and mTORC1 control. Blue nodes are direct p53 target genes in human. Black edges indicate activation or inhibition. Green and orange nodes are established activators and inhibitors of mTORC1, respectively, irrespective of p53. Saturated blue and orange nodes (RFX7 and DDIT4) were assessed for their p53-dependent mTORC1 control in this study. p53 appears to inhibit mTORC2-AKT signaling through RFX7-DDIT4. RFX7 is required for p53-mediated AKT and mTORC1 inhibition. RFX7 employs yet unknown targets to inhibit mTORC1 (indicated by a question mark).

### DDIT4 and RFX7 are required for p53-mediated mTORC2-AKT inhibition

Given that the mTORC1 activator AKT was shown to be inhibited by p53 [8, 9], we assessed whether its activity correlates with p53-regulated mTORC1 activity. Notably, in insulin-treated mouse fibroblasts and upon ectopic expression in HEK293 cells, DDIT4 was shown to inhibit AKT by promoting Thr308 de-phosphorylation through PP2A, but to not affect mTORC2-mediated Ser473 phosphorylation [21]. Induction of p53 by Nutlin-3a indeed led to reduced pSer473-AKT levels in both U2OS and RPE-1 cells. Surprisingly, p53-dependent inhibition of AKT, measured by its Ser473 phosphorylation, was lost upon depletion of DDIT4 and RFX7 (Fig. 2B), indicating that both DDIT4 and RFX7 are required for p53 to inhibit mTORC2-AKT signaling. Moreover, these findings suggest that p53-dependent AKT and mTORC1 inhibition are not strictly linked but can occur independent of another.

### AMPK activation is not mandatory for mTORC1 inhibition by p53

Next, we assessed the activity of the negative mTORC1 regulator AMPK. Notably, Feng et al. used Compound C to inhibit AMPK and found AMPK activity to be essential for p53’s effect on mTORC1 in MEF and human V138 cells [5]. Although Compound C is not AMPK-specific but inhibits numerous kinases [33], a knockdown of AMPKα1 in H1299 cells corroborated the hypothesis that AMPK might indeed contribute to p53-mediated mTORC1 inhibition [6]. Upon Nutlin-3a treatment, p53 rather inhibited AMPK in U2OS cells, as indicated by reduced pThr172-AMPKα levels (Fig. 2C), suggesting that AMPK activation is not mandatory for p53-mediated mTORC1 inhibition. RFX7 knockdown did not affect AMPK activity either, indicating that RFX7 does not employ AMPK to inhibit mTORC1. Given that p53 up-regulates *PRKAB1* (AMPKβ1) and *PRKAB2* (AMPKβ2) instead of *PRKAA1* (AMPKα1) in humans [25], we tested whether AMPKβ was affected by p53. Nutlin-3a treatment indeed led to a p53-dependent and RFX7-independent increase of pSer182-AMPKβ levels (Fig. 2C).

Together, these data establish that p53 requires RFX7 to inhibit both AKT and mTORC1, and p53-RFX7-mediated inhibition of mTORC1 is not associated with AMPK activation. While the RFX7 target DDIT4 could be an explanation for p53-RFX7-mediated AKT inhibition, a contribution to p53-RFX7-mediated mTORC1 inhibition was not evident. Thus, other RFX7 targets may regulate mTORC1 activity (Fig. 2D).

### p53 and RFX7 limit mTORC1 activity under physiological glucose and glutamine levels

Standard cell culture media, including the Dulbecco’s Modified Eagle Medium (DMEM), contain a non-physiological excess of nutrients, including glucose and glutamine. At the same time they are low on uric acid [34]. Previous studies on p53-mediated AKT and mTOR control employed standard cell culture media containing an excess in most nutrients [4–6, 8, 9]. Nutrient availability, however, is a most critical factor for the regulation of mTORC1 [1] calling for a careful consideration of culture conditions. In line with mTORC1’s intricate connection to nutrient-sensing pathways, Thr389 phosphorylation of S6K was lower when U2OS cells were cultured in Human Plasma Like Medium (HPLM) [34] instead of DMEM (Fig. 3A). When cultured in HPLM and irrespective of any treatment, the glucose-sensing AMPK was strongly activated. Most importantly, RFX7 and p53 were required to sustain low mTORC1 activity irrespective of Nutlin-3a treatment when U2OS were cultured in HPLM (Fig. 3A). Notably, increased mTORC1 activity upon p53 or RFX7 depletion was not associated with decreased AMPK activity (Fig. 3A), suggesting that p53 and RFX7 control mTORC1 largely through alternative pathways. While RFX7 was required to sustain low mTORC1 activity also in HPLM-cultured RPE-1 and HCT116 cells, a universal contribution by p53 could not be observed (Fig. 3B). Interestingly, Nutlin-3a treatment did not lead to a further reduction in pThr389-S6K levels when cells were cultured under physiological nutrient abundance, suggesting that p53 and RFX7 can reduce mTORC1 activity only to a certain extent (Fig. 3A and B). Next, we sought to identify the nutrients that were most critical to the observed changes. While the formulation of HPLM differs largely from DMEM [34], mTORC1 has long been known to be particularly sensitive to glucose and glutamine availability. HPLM contains 5 mM glucose and 0.55 mM glutamine compared to 25 mM glucose and 3.97 mM glutamine in DMEM [34]. Previously, a simple ‘physiological DMEM’ formulation has been described that contains 5 mM glucose, 0.5 mM glutamine, and 5% FBS [35]. Intriguingly, results obtained with this DMEM^physio^ largely mirrored the results we obtained with HPLM, indicating that glucose and glutamine levels were particularly important for p53-RFX7-dependent mTORC1 inhibition (Fig. 3C). Similar to U2OS cultured in HPLM, U2OS cultured in DMEM^physio^ displayed substantially reduced mTORC1 activity and activated AMPK. Importantly, p53 and RFX7 were required to sustain physiologically low mTORC1 activity also in DMEM^physio^ cultured cells, indicating that uninduced p53 and RFX7 activity played an important role (Fig. 3C). Together, our investigation reveals a previously unknown role of p53 and RFX7 in limiting mTORC1 activity under physiological nutrient abundance.

**Fig. 3:**
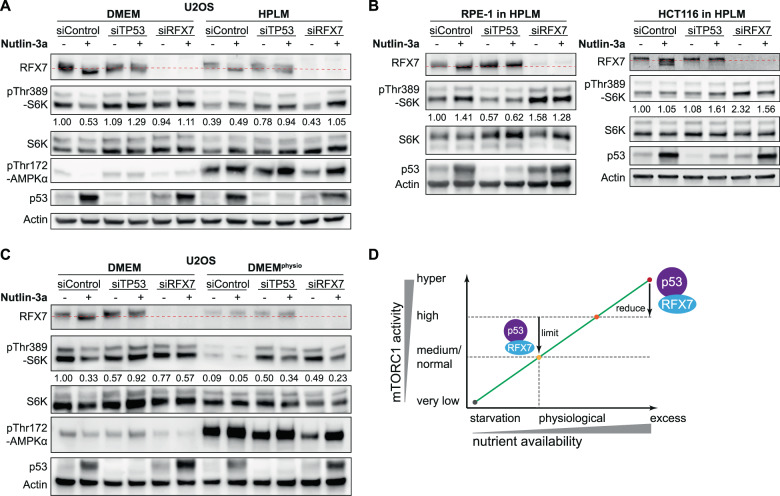
Nutrient-dependent inhibition of mTORC1 by p53 and RFX7. Western blot analysis of U2OS cells transfected with indicated siRNAs, treated with 10 µM Nutlin-3a or DMSO control, and cultured in DMEM and (**A**) HPLM or (**C**) DMEM^physio^. A complementary replicate of (**A**) with additional measurements is available through Supplementary Fig. 1. **B** Western blot analysis of RPE-1 and HCTT116 cells transfected with indicated siRNAs, treated with 10 µM Nutlin-3a or DMSO control, and cultured in HPLM. Densitometric quantification relative to siControl DMSO samples and actin levels. **D** Nutrient-dependent phase model of p53-RFX7-mediated mTORC1 inhibition. The low mTORC1 activity we observed in U2OS cells cultured with physiological nutrient access likely resembles rather normal/medium activity levels, whereas the elevated mTORC1 activity in cells cultured with excess nutrients reflects high or hyper-activity. Both p53 and RFX7 are required to balance mTORC1 activity. Uninduced p53 and RFX7 are required to limit mTORC1 activity under physiological nutrient abundance, but are insufficient to keep high or hyper-activated mTORC1 in check. The activation of p53-RFX7 signaling enables p53 and RFX7 to reduce the activity of hyper-active mTORC1.

## Discussion

It is long known that p53 can inhibit mTORC2-AKT and mTORC1 signaling [4, 5, 8], but deciphering the underlying mechanisms proved to be challenging. While many components and regulators of the PI3K-AKT-mTORC1 and AMPK-mTORC1 signaling pathways are regulated by p53 on mRNA level, only a few proteins were shown so far to play a role in p53-mediated AKT and mTORC1 inhibition. For example, *SESN1* and *SESN2* are direct p53 targets and their encoded proteins emerged as crucial effectors in p53-mediated mTORC1 inhibition [6]. The vast network that regulates mTORC1 activity encompasses cross-talk and feedback mechanisms, and it is the complexity of mTORC1 regulation that impedes our understanding of how the central tumor suppressor p53 takes control of this crucial survival kinase.

Here, we identify RFX7 as the first protein required for p53 to inhibit both AKT and mTORC1. We establish p53-RFX7-DDIT4 as a signaling axis inhibiting mTORC2-dependent AKT activation (Fig. 2D), but the mechanism through which DDIT4 affects Ser473 phosphorylation of AKT remains to be uncovered. Our findings show RFX7 to be a regulator of AKT and mTORC1 activity both downstream and independent of p53. Intriguingly, AKT activity measured by Ser473 phosphorylation was not strictly linked to mTORC1 activity (Fig. 2A and B), suggesting that threshold-driven switches may play an important role in AKT-mTORC1 signaling. In agreement with an earlier study [11], our data indicate that activating AMPK is not critical for p53 or RFX7 to inhibit mTORC1. Yet, p53 may affect AMPK function through increased pSer182-AMPKβ levels (Fig. 2C), which are associated with nuclear export of AMPK [36]. Investigating further RFX7 targets may reveal additional factors involved in p53 and RFX7-dependent regulation of mTORC1 signaling. Notably, RFX7 abundance was reduced upon treatment with Actinomycin D (Fig. 1D), depletion of DDIT4 (Fig. 2A and B), and under physiological nutrient abundance (Fig. 3A and C) indicating that feedback mechanisms may balance RFX7 levels to avoid shortage and oversupply. Based on our results comparing physiological and excess nutrient abundance, we propose a phase model of p53-RFX7-mediated mTORC1 inhibition that depends on nutrient-associated mTORC1 activity (Fig. 3D). These findings may serve as a starting point to uncover further context-dependent mechanisms of p53 in controlling AKT and mTOR.

## Methods

### Cell culture, drug treatment, and transfection

U2OS and HCT116 cells (ATCC, Manassas, Virginia, USA) were grown in high glucose Dulbecco’s modified Eagle’s media (DMEM) with pyruvate (Thermo Fisher Scientific, Darmstadt, Germany). RPE-1 hTERT cells (ATCC) were cultured in DMEM:F12 media (Thermo Fisher Scientific). Culture media were supplemented with 10% fetal bovine serum (FBS; Thermo Fisher Scientific) and penicillin/streptomycin (Thermo Fisher Scientific). Alternatively, U2OS cells were cultured in human plasma like medium [34] (HPLM; Thermo Fisher Scientific) supplemented with 10% dialyzed, heat-inactivated FBS (Thermo Fisher Scientific) or in DMEM^physio^ made of no glucose, no glutamine DMEM (Thermo Fisher Scientific) supplemented with 5% FBS, 5 mM glucose, and 0.5 mM glutamine (Thermo Fisher Scientific) [35]. Cell lines were tested twice a year for *Mycoplasma* contamination using the LookOut Detection Kit (Sigma), and all tests were negative.

Cells were treated with DMSO (0.15%; Carl Roth, Karlsruhe, Germany), Nutlin-3a (10 µM; Sigma Aldrich, Darmstadt, Germany), Actinomycin D (5 nM; Cayman Chemicals, Ann Arbor, Michigan, USA), or Doxorubicin (1 µM; Cayman Chemicals) for 24 h. For knockdown experiments, cells were seeded in six-well plates or 6 cm dishes and reverse transfected with 5 nM Silencer Select siRNAs (Thermo Fisher Scientific) using RNAiMAX (Thermo Fisher Scientific) and Opti-MEM (Thermo Fisher Scientific) following the manufacturer protocol. The following siRNAs were used (Thermo Fisher Scientific): siControl (#4390844). siControl#2 (#4390846), siTP53 (#s607), siRFX7 (#s35057), siRFX7#2 (#s35059), siDDIT4 (#s29166).

### Chromatin immunoprecipitation, RNA extraction, and reverse transcription semi-quantitative real-time PCR (RT-qPCR)

ChIP was performed with the SimpleChIP Kit (Cell Signaling Technology, Canvers, MA, USA) following the manufacturer instructions. 3 µg of p53 (kind gift from Dr. Bernhard Schlott [37]) or RFX7 (#A303-062A Bethyl Laboratories, Montgomery, TX, USA) antibody were used per IP. Sonication was performed on a Bioruptor Plus (Diagenode, Seraing, Belgium). ChIP-qPCR was performed with a Quantstudio 5 (Thermo Fisher Scientific) using Power SYBR Green MasterMix (Thermo Fisher Scientific) following the manufacturer protocol. 

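The loci probed by ChIP-qPCR are described here from the GENCODE 29 annotation of GRCh38 (hg38). In this assay, chromatin bound by an antibody target is precipitated and the amount of a chosen genomic stretch in the precipitate is measured by PCR, so the position of the primers decides which binding site is seen. *DDIT4* lies on the plus strand of chromosome 10 from 72273920 to 72276036. The first exon of its transcript DDIT4-201 spans 72273920 to 72274060, the second 72274157 to 72274421, and the third 72274695 to 72276036. On the opposite strand, *DDIT4-AS1* covers 72274915 to 72275980 and overlaps the third exon. *MDM2* lies on the plus strand of chromosome 12 from 68808176 to 68850686, and the negative control gene *GAPDH* on the plus strand of the same chromosome from 6533927 to 6538374. The sequences of the *MDM2* and *DDIT4* primers were searched on both strands of all annotated transcripts, allowing no mismatch. The *MDM2* reverse primer TGAACACAGCTGGGAAAATG matched 1 transcript, MDM2-225, whose minus strand carries it from 68809005 to 68809024. This position is in exon 1 and the 5′ UTR of MDM2-225, and in the first intron of MDM2-201, between exon 1, which ends at 68808491, and exon 2, which starts at 68809208. On the plus strand of MDM2-225, the match is followed by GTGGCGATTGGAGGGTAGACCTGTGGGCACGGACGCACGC.

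**Figure D1:**
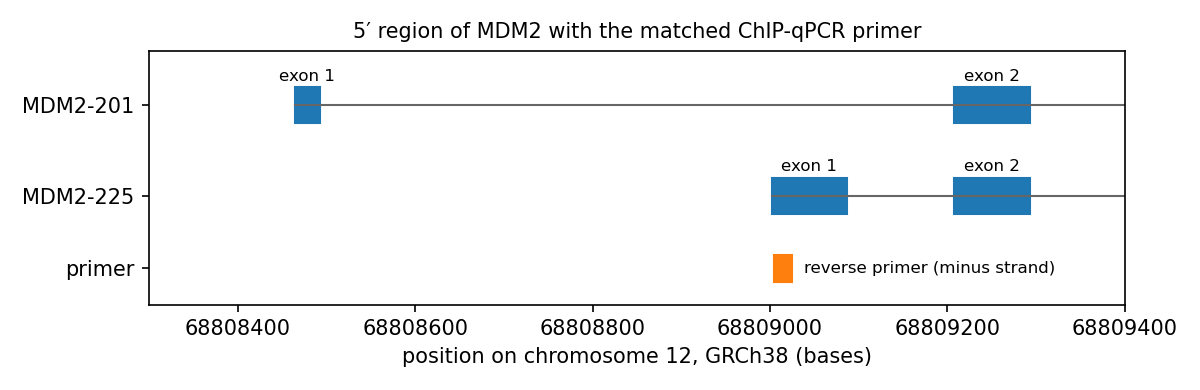
Map of the 5′ region of *MDM2* on chromosome 12 of GRCh38, with position in bases on the horizontal axis. Boxes are the exons of MDM2-201 and MDM2-225, lines are their introns, and the box in the lowest lane is the reverse primer, from 68809005 to 68809024, inside exon 1 of MDM2-225.

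The *MDM2* forward primer TCGGGTCACTAGTGTGAACG and the *DDIT4* primers GTTCGACTGCGAGCTTTCTG and GCCTTGGCCAATGGACTC matched none of the annotated transcripts, and their positions were not determined from transcripts. No ChIP sample was analysed here.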

The following ChIP-qPCR primers were used: *GAPDH* (#4471, Cell Signaling Technology), *MDM2* (forward: TCGGGTCACTAGTGTGAACG, reverse: TGAACACAGCTGGGAAAATG), and *DDIT4* (forward: GTTCGACTGCGAGCTTTCTG, reverse: GCCTTGGCCAATGGACTC).

Total cellular RNA was extracted using the RNeasy Plus Mini Kit (Qiagen, Hilden, Germany) following the manufacturer protocol. One-step reverse transcription and real-time PCR was performed with a Quantstudio 5 using Power SYBR Green RNA-to-CT 1-Step Kit (Thermo Fisher Scientific) following the manufacturer protocol. We identified *ACTR10* as a suitable control gene that is not regulated by p53 but expressed across 20 gene expression profiling datasets [32]. The following RT-qPCR primers were used: *ACTR10* (forward: TCAGTTCCGGAAGGTGTCTT, reverse: GGACGCTCATTATTCCCATC), *DDIT4* (forward: AGACACGGCTTACCTGGATG, reverse: CATCAGGTTGGCACACAAGT).

### Western blot analysis

Cells were lysed in IP lysis buffer (Thermo Fisher Scientific) containing protease and phosphatase inhibitor cocktail (Roche, Grenzach-Wyhlen, Germany or Thermo Fisher Scientific). Protein lysates were scraped against Eppendorf rack for 20 times and centrifuged with 15000 *rpm* for 15 min at 4 °C. The protein concentration of supernatant lysates was determined using the Pierce 660 nm Protein Assay Kit (Thermo Fisher Scientific) and a NanoDrop ND1000 Spectrophotometer (Thermo Fisher Scientific). Proteins were separated in a Mini-Protean TGX Stain-Free Precast 4–15% Gel (Bio-Rad) using Tris/Glycine/SDS running buffer (Bio-Rad). Proteins were transferred to a 0.2 µm or a low-fluorescence 0.45 µm polyvinylidene difluoride transfer membrane either using a Trans-Blot Turbo Mini Transfer Pack (Bio-Rad) in a Trans-Blot Turbo (Bio-Rad) or using a Mini Trans-Blot Cell (Bio-Rad) in a Mini-Protean Tetra Cell (Bio-Rad). Following antibody incubation, membranes were developed using Clarity Max ECL (Bio-Rad) and a ChemiDoc MP imaging system (Bio-Rad) or, alternatively, ChemiDoc MP’s fluorescence detection was used.

Antibodies and their working concentrations: anti-mouse (1:5000; #31430, Thermo Fisher Scientific, or 1:5000, #7076, Cell Signaling Technology, or 1:10000, #12005867, Bio-Rad), anti-rabbit (1:5000; #7074, Cell Signaling Technology or 1:10000, #12004162, Bio-Rad), actin (1:5000; #MA1-140, Thermo Fisher Scientific), RFX7 (1:1000; #A303-062A, Bethyl Laboratories), p53 (1:2000; kind gift from Bernhard Schlott [37]), DDIT4 (1:1000; #10638-1-AP, Proteintech), pThr389-p70S6K (1:1000; #9234, Cell Signaling Technology), p70S6K (1:1000; #9202, Cell Signaling Technology), pSer473-AKT (1:1000; #4060, Cell Signaling Technology), AKT (1:1000; #9272, Cell Signaling Technology), pThr172-AMPKα (1:1000; #2535, Cell Signaling Technology), AMPKα (1:1000; #5831, Cell Signaling Technology), pSer182-AMPKβ1 (1:1000; #4186, Cell Signaling Technology), AMPKβ1/2 (1:1000; #4150, Cell Signaling Technology), and pSer79-ACC (1:1000; #11818, Cell Signaling Technology).

### Statistics

ChIP-qPCR data were analyzed using a two-sided unpaired *t*-test. Bar graphs display mean and standard deviation. *, **, ***, and n.s. indicate *p* values < 0.05, <0.01, <0.001, and >0.05, respectively. The number of replicates is indicated in each Figure legend. The experiments were not randomized and investigators were not blinded to allocation during experiments.

## Supplementary information

Supplementary Figure 1

## Data Availability

RFX7 ChIP-seq data is accessible through GEO series accession number GSE162184 [31]. p53 ChIP-seq data was obtained from CistromeDB [38], IDs 82544 [39], and 33077 [40]. Source data for Figures are available from the corresponding authors upon request.

# Supplementary material for: p53-mediated AKT and mTOR inhibition requires RFX7 and DDIT4 and depends on nutrient abundance
**Source:** Oncogene. 2021 Dec 14;41(7):1063–9. doi: 10.1038/s41388-021-02147-z
**Supplement:** Supplementary file 1 — Supplementary Figure 1

Supplementary Figure 1

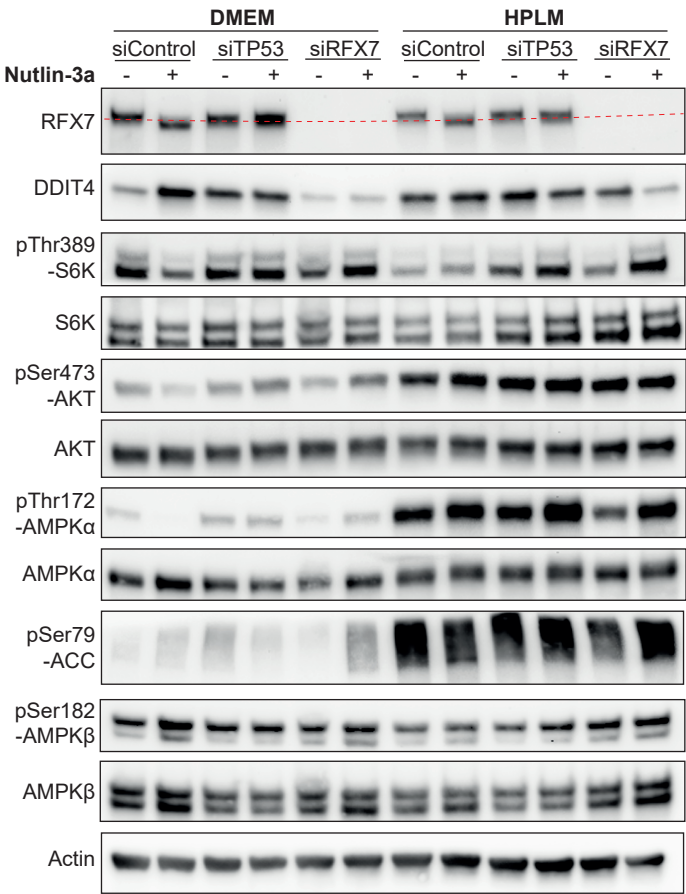

**Supplementary Figure 1.** Western blot analysis of U2OS cells transfected with indicated siRNAs, treated with 10  $\mu$ M Nutlin-3a or DMSO control, and cultured in DMEM and HPLM.

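The blots read the activity of several kinases from phosphorylation marks. Of the marks described here, that for mTORC1 lies on a substrate, and those for AKT and AMPK lie on the kinase itself. The paper's antibodies also include one against pSer79-ACC, which is not described here. Phosphorylation of S6K at Thr389 is a mark set by mTORC1, phosphorylation of AKT at Ser473 is a mark set by mTORC2, and phosphorylation of AMPKα at Thr172 is the mark on which AMPK activity depends. Nutlin-3a releases p53 from its inhibitor MDM2 and thereby raises p53 without DNA damage, and DMSO is its solvent. DMEM is a standard culture medium with an excess of nutrients, while HPLM is composed after human plasma, so the same transfections are compared under excess and physiological nutrient abundance. Total protein levels and actin serve to separate a change in phosphorylation from a change in the amount of protein or in loading. A blot gives band intensities relative to other lanes on the same membrane, and no sample of these blots was analysed here.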

How the deposited data were processed for this re-analysis (not part of the article)

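The series analysed here is RNA-seq of U2OS cells, a human osteosarcoma line, and the paper's text does not describe this experiment. The cells were transfected with siControl, siANKRA2 or siRFXANK and treated for 24 h with 10 µM Nutlin-3a or with DMSO. Libraries were made from polyadenylated RNA. There were 3 samples in each of the 6 groups, 18 in all. The siRFXANK samples carry sample labels of another form than the others and were registered separately, without siControl samples of their own, so a batch difference and the effect of siRFXANK are confounded in siRFXANK over siControl. ANKRA2 and RFXANK are ankyrin repeat proteins, and RFXANK is a partner of RFX family transcription factors. None of the paper's ChIP-qPCR, RT-qPCR or western blot samples was analysed here.

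The authors deposited 6 tables of comparisons made with DESeq2, with no values per library. Each table gives, per gene, the authors' mean normalized count over all samples of their fit, which is treated as a signal value. It further gives the authors' log2 fold change with its standard error, also on the log2 scale, a deposited Wald score that equals the fold change over its standard error, and the authors' p-value with its Benjamini-Hochberg adjusted p-value. The read aligner, the counting tool, the use of strand in counting, the genome build and the annotation are not stated in the paper's text. Of 26702 gene IDs in the tables, 26659 are in GENCODE 29 on GRCh38, 99.8%. The tables hold between 22738 and 26702 genes, and 22738 genes are in all of them.

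The deposited mean of a gene was the same in every table, and the 4 comparisons among siControl and siANKRA2 groups closed to within 1.4e-14 on the log2 scale, so the tables come from 1 joint fit. The depth of each library is unknown. The deposited means summed to 26382867 normalized counts, which is the scale of the fit and not a library's depth. Knockdown comparisons were read as knockdown over siControl, because ANKRA2 and RFXANK are then lower after their own siRNAs, so that direction is an assumption of the reading and not a result. For siANKRA2 the closure fixes the sign relative to the Nutlin-3a over DMSO comparisons, since with the opposite reading the median closure error is 0.55. For siRFXANK no such check exists.

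Without counts, no count model was fitted here, and the authors' adjusted p-values under 0.05 are reported as theirs. What was computed here was the difference between the Nutlin-3a responses of a knockdown and of siControl cells. The difference of the authors' log2 fold changes was divided by the root of the summed squared standard errors, a two-sided p was taken from the normal distribution, and p was adjusted by the Benjamini-Hochberg method over all genes with both values. For siANKRA2 the responses were the Nutlin-3a over DMSO comparisons. For siRFXANK they were the siRFXANK over siControl comparisons in Nutlin-3a and in DMSO. The group means of each gene were also recovered in normalized counts from the authors' log2 fold changes and standard errors. A group's log2 mean was taken to have the variance (1/mean + dispersion)/(n ln2²), with n = 3 and with means under 0.5 set to 0.5 in this formula, and mean and dispersion were fitted by least squares over the 6 comparisons. A group mean of at most 3 normalized counts was treated as a floor. In addition, siANKRA2 and siRFXANK effects were correlated across genes with a mean of at least 10. Shared siControl libraries were simulated in 100 draws. Finally, shared sequence was counted as stretches of 31 bases in the longest transcript of a gene that also occur in transcripts of other genes.

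The steps were tested on simulated counts with known answers. In 18431 genes with 200 changed 2-fold in their response, the test of the response difference recovered 154 of 200 for siANKRA2, with 6 false calls, and 154 for siRFXANK, with 10 false calls. The simulated standard errors used the true dispersion. Recovered group means had a median ratio of 1.00 to the simulated ones over 18431 genes, which tests the arithmetic and not how the authors' fit estimates dispersion. On the deposited tables, the authors' mean was divided by the mean of the 6 recovered group means. This ratio had a median of 0.988 over 13101 genes with a mean of at least 100. Its 1st and 99th percentiles were 0.615 and 1.49. The 13101 genes leave out ANKRA2, and CSH2, whose group means are all at the floor. The authors' mean is over all samples of their fit, which may include samples not analysed here. The spread of the ratio can come from such samples or from error of the recovery, so it does not measure that error alone. A recovered mean is treated as an approximate value, because how the authors' fit estimates dispersion was not tested.

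The genes named in the text were fixed by a rule set before the data were examined. They are the 19 genes that the paper names in the p53, RFX7, AKT and mTOR pathways or as controls, the 2 knockdown targets, and in each of 8 gene-wise results the 3 largest rises and the 3 largest falls among genes past the threshold with a mean normalized count of at least 100. Of the genes this rule gives, 3 are not reported here. The alternatives set before the data were examined were a threshold of 0.01, a minimum log2 fold change of 1, minimum means of 10 and 100, recomputed adjusted p-values, other comparison tables for the siANKRA2 response, and centring on the median of genes with a mean of at least 100. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.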

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

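The paper's text does not report on this RNA-seq experiment, so each result below is a signal in data the paper did not analyse or a difference between groups of cells. The tests of the authors' scaling, of GC content and transcript length, of mixed material, of the DMSO levels, of DDIT4 and of the mean count of ANKRA2 were chosen only after the result was seen. Each siRNA was compared with siControl, no second siRNA against the same gene was analysed, and no value per library was used, so neither off-target effects of an siRNA nor the influence of 1 library was tested. The siRFXANK samples carry sample labels of another form than the siControl and siANKRA2 samples and were registered separately, and no siControl sample was registered with them. In siRFXANK over siControl, an effect of siRFXANK and a difference between batches therefore cannot be told apart. The difference between Nutlin-3a responses is free of a batch effect only as far as that effect is alike in DMSO and in Nutlin-3a.

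The sign of the knockdown comparisons was read from the knockdown targets themselves, so their sizes carry information and their direction is no test. In the authors' deposited table, the log2 fold change of ANKRA2 after siANKRA2 was -1.81 in DMSO (standard error 0.18, DESeq2 adjusted p = 2.2e-22) and -2.58 in Nutlin-3a (standard error 0.12, DESeq2 adjusted p = 1.6e-103). RFXANK after siRFXANK was, in the authors' deposited table, at -2.96 in DMSO and -3.16 in Nutlin-3a. ANKRA2 overlaps UTP15 on the opposite strand at its 5′ end, and RFXANK overlaps BORCS8 and NR2C2AP, and whether the authors' counting used strand is not stated in the paper's text.

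At an adjusted p-value under 0.05, the authors' deposited table calls 11183 of 25909 genes changed by Nutlin-3a in siControl cells, 5685 higher and 5498 lower. For siANKRA2 cells, the authors' deposited table calls 7374 of 22738 genes. By the authors' deposited table, siANKRA2 changed 13036 of 26702 genes in DMSO and 13366 in Nutlin-3a, and siRFXANK changed 10915 of 25909 genes in DMSO and 9885 of 25116 in Nutlin-3a.

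The genes of largest change follow, where a gene with 1 of the 2 group means at or under 3 normalized counts is given a bound. The bounds are rounded down and rest on recovered group means, which are approximate. Under Nutlin-3a, LCE1C was at least 170-fold higher in siControl and at least 18.5-fold higher in siANKRA2 cells. The next largest rises in the authors' deposited table were TRIM49B (log2 fold change 7.09) and H3.Y (6.51) in siControl cells and ZSCAN4 (5.44) and PRAMEF12 (5.38) in siANKRA2 cells. The largest falls in the authors' deposited table were E2F2 (-3.15), FAM111B (-2.91) and RNF43 (-2.68) in siControl cells and HMMR (-2.56), E2F2 (-2.46) and PLK1 (-2.39) in siANKRA2 cells. After siANKRA2, PRR9 was at least 164-fold and KRTAP3-1 at least 19.4-fold higher in DMSO, and KRTAP3-1 at least 12.4-fold higher in Nutlin-3a. ESM1 had a log2 fold change of 6.60 in DMSO, and PRR9 of 8.18 and CCL3 of 6.12 in Nutlin-3a, in the authors' deposited table. Falls after siANKRA2 in the authors' deposited table were SAPCD2 (-2.79) and RAB26 (-2.73) in DMSO and LCE1C (-3.20) and FBXL19-AS1 (-3.04) in Nutlin-3a. LCE1C was at or under the floor in both groups in DMSO and is given no fold there. After siRFXANK, KRTAP3-1 was at least 7.35-fold higher in DMSO and at least 2.05-fold higher in Nutlin-3a. Other rises after siRFXANK in the authors' deposited table were A2M (3.22) and MMP3 (2.95) in DMSO and CCL3 (5.52) and KLF2 (3.68) in Nutlin-3a. Beside RFXANK itself, the falls in the authors' deposited table were TGM2 (-2.68) and EMB (-2.22) in DMSO and ODAPH (-2.84) and COL26A1 (-2.67) in Nutlin-3a. Reads of several of these genes can be split with near-identical sequence of other annotated genes, and their values are uncertain. The share of the longest transcript that occurs in other genes was 62.7% for TRIM49B, 38.7% for EMB and 32.6% for LCE1C. It was 23.1% for H3.Y, 21.5% for CCL3 and 11.2% for PRAMEF12. For RNF43 it was 76.4%, all of it shared with AC004687.2, which overlaps RNF43 on the same strand. Overlapping genes are annotated for A2M, CCL3, ESM1, FBXL19-AS1, HMMR, PLK1, RNF43, SAPCD2 and TGM2.

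The Nutlin-3a response differed from that of siControl cells for 5453 of 22738 genes in siANKRA2 cells and for 5334 of 25116 genes in siRFXANK cells (normal test of the difference, Benjamini-Hochberg adjusted p-value under 0.05). The largest differences in log2 fold change for siANKRA2 were RNF43 (2.51), GPR19 (2.18) and C1QTNF2 (2.17) upwards, and ESM1 (-3.14) and AC004817.3 (-3.02) downwards. SPINK6 would follow, but 1 of its groups is at the floor. For siRFXANK they were CCL3 (3.93), CCL20 (2.21) and RGPD3 (1.68) upwards, and ODAPH (-1.88), DEPP1 (-1.81) and RAB7B (-1.75) downwards. RGPD3 shares 89.3% of its longest transcript with other genes and is uncertain, and GPR19 and DEPP1 overlap genes on the opposite strand.

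Among the genes the paper names, DDIT4 responded less to Nutlin-3a in siANKRA2 cells by a difference of -0.90 in log2 fold change (standard error 0.08, Benjamini-Hochberg adjusted p = 1.5e-24) and in siRFXANK cells by -0.36 (standard error 0.09, Benjamini-Hochberg adjusted p = 0.00036). DDIT4 overlaps DDIT4-AS1 on the opposite strand. Other differences past the threshold in siANKRA2 cells were MDM2 (-1.19), PRKAB2 (-0.77), ANKRA2 (-0.77), PHLDA3 (-0.75), SESN2 (-0.72), SESN1 (-0.71), PRKAB1 (-0.45) and RPS6KB1 (0.20). In siRFXANK cells they included PHLDA3 (-0.73), ASS1 (-0.64), MDM2 (-0.33), PRKAB1 (-0.29), SESN2 (-0.25), ACTR10 (-0.19), GAPDH (-0.18), PRKAB2 (-0.17), RPS6KB1 (0.24), RPTOR (0.27), TSC2 (0.30), PRKAA1 (0.33) and RFX7 (0.47). Of these, GAPDH shares 34.3% of its longest transcript with other genes, ASS1 30.0%, PHLDA3 23.5%, MDM2 14.6% and RPS6KB1 13.5%. A smaller response was not always a lower level in Nutlin-3a. In the authors' deposited table, siANKRA2 over siControl in DMSO and in Nutlin-3a was 0.78 and 0.0089 for PRKAB2. It was 0.99 and 0.23 for PHLDA3, 0.98 and 0.27 for SESN2, and 0.32 and -0.12 for PRKAB1. For DDIT4 it was -0.15 and -1.05, for MDM2 -0.11 and -1.30, and for SESN1 -0.24 and -0.96.

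The smaller response in siANKRA2 cells was broad. Over 686 genes with a mean of at least 100 that Nutlin-3a raised at least 2-fold in siControl cells, the ratio of the siANKRA2 to the siControl log2 fold change had a median of 0.476 (quartiles 0.285 and 0.625), and the difference was below 0 for 99.3% of them. For siRFXANK the median ratio was 0.848. Over 612 genes lowered at least 2-fold, the median ratios were 0.558 and 0.708. A shift of the authors' scaling moves raised and lowered genes the same way, while the median difference was -0.85 for raised and 0.64 for lowered genes. Choosing the genes on the siControl comparison gave a median ratio of 0.992 in 100 simulated draws with an equal response. A trend with GC content or transcript length gives genes of like content and length the same difference, but in 16 of 16 bins, the quartiles of the former by those of the latter, the median was below 0 for raised genes (at most -0.64) and above 0 for lowered genes (at least 0.51, with 6 genes in the smallest bin). Material of the other treatment in a library would act on each gene by the same share. With an equal response otherwise, treated material from siANKRA2 cells in the siANKRA2 DMSO libraries would need a median share of 0.392 for raised genes (95% interval 0.367 to 0.410, drawing genes as if independent) and 0.576 for lowered genes (0.551 to 0.590). Untreated material in the siANKRA2 Nutlin-3a libraries would need 0.686 (0.659 to 0.706) for raised and 0.314 (0.296 to 0.330) for lowered genes. With material from siControl cells these shares were 0.222 and 0.563 for DMSO and 0.602 and 0.165 for Nutlin-3a. Each of these tests argues against its explanation as the whole cause. It does not exclude mixed material as a part of the cause, and genes raised at least 4-fold went the way mixing predicts more often than not, with 94 higher and 32 lower of 174 in DMSO, and 125 lower and 29 higher in Nutlin-3a. Mixing in both treatments also stays open. With material from siANKRA2 cells, fitted shares of 0.24 in DMSO and 0.18 in Nutlin-3a left a median difference of -0.067 in raised and -0.0012 in lowered genes, but 0.85 in genes raised at least 8-fold, and material from siControl cells in both was not tested. A raised level under DMSO was not the only cause for raised genes, since their median log2 fold change of siANKRA2 over siControl was 0.41 in DMSO and -0.41 in Nutlin-3a. For lowered genes it was -0.68 in DMSO and -0.00044 in Nutlin-3a, so a lowered level under DMSO may account for their smaller response. Beyond mixed material, what stays open is whether the change follows from loss of ANKRA2, from another effect of the siRNA, or from a different state of the transfected cells, none of which was tested.

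The DDIT4 response in siANKRA2 cells was 0.615 of that in siControl cells, at the 73.3rd percentile of the 686 raised genes, and MDM2 was at 0.648. By the difference of the responses it was at the 43.1st percentile (-0.90, against a median of -0.85), and by the log2 fold change of siANKRA2 over siControl in Nutlin-3a at the 20.8th (-1.05 in the authors' deposited table, against a median of -0.41). These measures place DDIT4 on both sides of the middle of the raised genes, so a loss stronger for DDIT4 and a loss shared with other raised genes cannot be told apart. In siRFXANK cells the DDIT4 response was 0.848 of that in siControl cells, at the 49.9th percentile of the raised genes. Its response difference there was -0.36, against a median of -0.27. For siRFXANK over siControl in Nutlin-3a it was at -0.77 in the authors' deposited table, against a median of -0.11. The question stays open there too.

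The authors' mean normalized count of ANKRA2 is 31568, while the mean of its 6 recovered group means is 207 and the ratio is 153. The highest group mean is 516, which argues against 1 aberrant library among the 18, and group means scaled to the authors' mean miss the squared standard errors of ANKRA2 by up to 81.9%, against 2.85% at the recovered means and at most 3.31% for other genes, which argues against an error of the recovery. Apart from error of the recovery, a mean over the 18 samples alone cannot exceed the highest group mean, and the authors' mean of ANKRA2 exceeds it 61.1-fold. Of 13101 other genes, 969 also have an authors' mean above their highest recovered group mean, but their quotient is 1.97 at most, for ZNF512B, and 1.22 at the 99th percentile of the 13101. The 13101 genes leave out CSH2, noted after its values were seen, whose recovered group means are all at the floor. Its mean in the authors' deposited table is 302, at least 100-fold the floor, so at its recovered means CSH2 would show such an excess too. Its 6 standard errors are equal, as for no other of the 22738 genes. But its squared standard errors are missed by only 0.0058% at the authors' mean, so group means without an excess are also possible. Whether ANKRA2 is the only gene with such an excess cannot be told. Given the excess of ANKRA2, the fit may include samples outside the 18, with far more ANKRA2 transcript. No biological explanation was tested.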

How the results depend on the processing

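No paired analysis was possible because the deposited tables hold comparisons and no values per library. For the same reason, leaving out each replicate, another count model, a filter on raw counts and other splits of the samples were not run. The depth of the libraries is unknown and sets no limit that can be given here.

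Requiring also an absolute log2 fold change of at least 1 lowered each count by more than 1.5 times, by its own construction. It left 2901 genes in the authors' deposited table for Nutlin-3a in siControl cells and 988 in siANKRA2 cells, 3625 for siANKRA2 in DMSO and 3883 in Nutlin-3a, and 1677 for siRFXANK in DMSO and 1456 in Nutlin-3a. For the response differences it left 827 genes in siANKRA2 and 388 in siRFXANK cells. Under a threshold of 0.01, minimum means of 10 or 100, recomputed adjusted p-values and, for siANKRA2, the other pair of tables, the 8 counts stayed within 1.5 times.

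The correlation across genes of siANKRA2 and siRFXANK effects moved from 0.20 to 0.16 in DMSO and from 0.21 to 0.17 in Nutlin-3a with Spearman in place of Pearson. In DMSO it was 0.175 over genes with a mean of at least 100 and 0.214 over genes past the threshold in at least 1 comparison. The cause was not tested.

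Of the regulators that the paper names as raised by p53, 8 of 9 were higher under each setting tried. The 1 lower gene, DEPTOR, was no longer past a threshold of 0.01, which left 0 lower genes, and 0 were lower in siANKRA2 cells. The counts adjusted over the list alone were the same.

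Centring on the median reversed 1 value close to 0. RFX7 after siRFXANK in Nutlin-3a went from 0.011 to -0.0045 and was past the threshold in neither setting. Of 197 single values, 2 others, DDIT4 after siANKRA2 in DMSO and the RPTOR difference in siRFXANK cells, fell below the threshold with centring and 17 with a threshold of 0.01.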

Differences from the paper's values

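The paper measured DDIT4 mRNA by RT-qPCR, and the values here are from RNA-seq of another experiment on the same cell line under the same dose of Nutlin-3a. Which control siRNA the RNA-seq used is not stated in the labels. In the authors' deposited table, Nutlin-3a raised DDIT4 5.08-fold in siControl cells, against the paper's about 3.1-fold for its siControl #2 cells in Fig. 1C, read by eye as Nutlin-3a over DMSO. The paper's value for siControl #1 cells, about 4.4-fold in Fig. 1C, read by eye, lies within its SD of the value here. With centring on the median of genes with a mean of at least 100, the value was 5.11-fold, so this alternative set before the data were examined did not close the gap, and no other alternative applied.

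The paper names DEPTOR, citing an earlier study, among the genes that p53 raises, and its text gives no DEPTOR value. In the authors' deposited table, DEPTOR was lower under Nutlin-3a in siControl cells, with a log2 fold change of -0.56 (standard error 0.24, DESeq2 adjusted p = 0.044), and in siANKRA2 cells it was at 0.16 (DESeq2 adjusted p = 0.61). With a threshold of 0.01, DEPTOR was not called in siControl cells. Its mean normalized count in the authors' deposited table is low, at 50.1. The recovered group means in siControl cells were 49.2 in DMSO and 33.3 in Nutlin-3a. DEPTOR overlaps AP005717.1 on the opposite strand.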

Other observations

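The effects of siANKRA2 and siRFXANK were weakly alike. Across 18456 genes with a mean of at least 10, Pearson's r between their log2 fold changes against siControl was 0.204 in DMSO and 0.209 in Nutlin-3a, and Spearman's rho was 0.161 in DMSO and 0.17 in Nutlin-3a. Genes are not independent replicates. The siRFXANK samples were registered separately from the others and without siControl samples, so no value within a batch can be given. The same siControl libraries enter both. In 100 simulated draws, groups with no change at all gave a mean r of 0.503 and 0.500. That value follows from drawing the siControl and knockdown groups with the same spread, so it is no yardstick for the observed r. For effects of the observed size, the shared libraries alone add 0.050 and 0.045 to r.

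RFX7, which the paper studies, was lower after siANKRA2 in the authors' deposited table, with a log2 fold change of -0.61 in DMSO and -0.79 in Nutlin-3a, and after siRFXANK it was at -0.46 in DMSO and 0.011 in Nutlin-3a. The log2 fold changes under Nutlin-3a in the authors' deposited table were 2.34 in siControl and 1.44 in siANKRA2 cells for DDIT4, and 0.44 and 0.26 for RFX7. PRKAA1 was at -0.18 (standard error 0.06, DESeq2 adjusted p = 0.0032) in siControl cells in the authors' deposited table.

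ACTR10, the paper's RT-qPCR control gene, had a log2 fold change of 0.033 under Nutlin-3a in siControl cells in the authors' deposited table (DESeq2 adjusted p = 0.65), and of 0.13 in siANKRA2 cells (DESeq2 adjusted p = 0.044). After siANKRA2 it was at -0.49 in DMSO and -0.40 in Nutlin-3a, and after siRFXANK at 0.43 and 0.24, in the authors' deposited table. ACTR10 lies within ARMH4, which is on the opposite strand. The RT-qPCR primers of ACTR10 enclose 119 bases of ACTR10-201, from exon 8 to the junction of exons 9 and 10, on chromosome 14 of GRCh38. Those of DDIT4 enclose 88 bases of DDIT4-201, from the junction of exons 2 and 3 into exon 3, on chromosome 10.

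KRTAP3-1, SPINK6, MMP3, E2F2 and, outside the naming rule and chosen after their values were seen, IFIT3, OASL and IFIT2 also have an authors' mean above the mean of their recovered group means. The ratio of the mean in the authors' deposited table to the recovered one was 4.97 for KRTAP3-1, 3.15 for SPINK6, 2.52 for MMP3, 1.84 for E2F2, 4.91 for IFIT3, 3.39 for OASL and 3.16 for IFIT2. Other named genes went the other way, with a ratio below the 1st percentile of 0.615. These were ODAPH (0.452), PRR9 (0.454), H3.Y (0.472), ZSCAN4 (0.472), PRAMEF12 (0.489), CCL3 (0.490), CCL20 (0.492), TRIM49B (0.506), A2M (0.535) and DEPP1 (0.600). No explanation was tested for either set.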
